A study of Mus musculus with 16 samples.

How the data were processed

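H3K27me3, the trimethylation of a lysine of histone H3 that the EZH2 enzyme complex deposits, was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in mouse splenic B cells. Per the labels, B cells of C57BL/6 mice aged 6 to 8 weeks were purified with CD43 magnetic beads and kept for 48 hours with the cytokines BAFF and IL-4, in either the solvent DMSO or 1 µM GSK343, an EZH2 inhibitor. The mice were wild type (WT) or carried mutations in Ifih1, Rigi and cGAS, which encode cytosolic sensors of nucleic acids. The 16 samples form 8 groups of 2 replicates: a ChIP and an input group for each genotype and treatment.

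The data analysed were 4 deposited lists of broad peaks, 1 for each genotype and treatment. The genotype and treatment of each list were read from the prefix of its peak names, which gives the genotype and the initial of the treatment. The peak names also carry a folder name that refers to pooled duplicates, so each list was read as called by the authors on pooled replicates. In the mutant lists the prefix ends in 1, which leaves open that these lists rest on replicate 1 alone. No value per replicate was used here, so no spread between replicates and no test between groups can be given. Peak positions are the authors' own. The fold of each peak, a linear ratio of ChIP over background, is the authors' deposited value. It was used to describe and rank peaks within a list, to filter each list at a common value, and to set peaks of similar fold in different lists side by side. The −log10 of each p-value and q-value is also as deposited by the authors' peak caller. The layout is that of the MACS caller, but neither the caller's version and settings nor the aligner is stated in the files. The smallest −log10 q-value lay just above 1 in each list, between 1.03 and 1.07. Peaks overlapping a blacklist had been removed by the authors, per the file names, and the peak numbers absent from each list made up between 2.89% and 3.72% of the numbering.

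The genome build is not stated. The names of unplaced contigs in the lists are those of GRCm38, and positions are given on that build, counted from 1. Genes were taken from a RefSeq table of GRCm38 with 49997 genes, of which 21631 were protein-coding genes on chromosomes 1 to 19 and X. The table gives no strand, so start sites could not be placed, and the comparison of promoters fixed before the data were examined was replaced by the whole gene body, which had been listed as an alternative to it. The repeat-masked share of the peaks, which the title of the series makes relevant, was not analysed here because no genome sequence or repeat annotation was used.

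Peaks were counted and their covered length summed per list. A peak was called overlapped when it shared at least 1 bp with a peak of the other list. Shares of peaks are given with 95% Wilson confidence intervals, which cover the counting of peaks only, since neighbouring peaks are not independent and the read depth of the samples is unknown from the files. The chance level of each overlap came from 1000 circular shifts of the other list along each chromosome. Within each DMSO list, peaks that a GSK343 peak overlapped were compared with the remaining peaks by the probability that a peak of the former kind ranks above a peak of the latter in fold or width (the area under the curve). Gene lists were compared with 10000 random lists in which each gene was drawn from the 200 protein-coding genes nearest to it in length.

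The genes and peaks named were fixed by a rule before the data were examined. The rule covered the genes named in the labels, the 4 Hox clusters, a list of 20 developmental regulators, and Cdkn2a, Prdm1, Irf4 and Bcl6 by themselves. A further gene list in the rule is not reported here. The rule also took, per genotype, the 3 widest DMSO peaks without an overlapping GSK343 peak and the 3 GSK343 peaks of highest fold without an overlapping DMSO peak. Last came the 3 WT DMSO peaks of highest fold that were overlapped in the 3 other lists.

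The alternatives fixed before the data were examined were a q-value of at most 0.01, an overlap of at least 50% of the queried peak, the same number of top peaks from each list by p-value, merging of peaks closer than 3 kb, peaks of at least 1 kb, and autosomes only. After the data were seen, 3 more were added: a −log10 p-value of at least 5 in each list, a fold of at least 3 in each list, and peaks within 1 kb of either end of a gene. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The overlap code was checked against bedtools 2.31.1 and gave the same number in 24 of 24 comparisons. On simulated lists with known answers, 12 of 12 shares and areas were recovered.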

Results

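H3K27me3 was mapped in splenic B cells from WT mice and from mice mutant for Ifih1, Rigi and cGAS, after 48 hours in DMSO or in 1 µM of the EZH2 inhibitor GSK343. Each of the 4 combinations had 2 ChIP and 2 input samples, and was represented by 1 list of broad peaks that reads as called on the pooled replicates. Read depth is unknown, and no list has a replicate, so each difference between lists below describes these lists and was not tested against a spread between replicates. The WT list held 39495 peaks under DMSO and 11903 under GSK343. The mutant list held 49803 peaks under DMSO and 10847 under GSK343. The median peak width was 936 bp in WT DMSO, 1052 bp in WT GSK343, 1125 bp in mutant DMSO and 915 bp in mutant GSK343. The median fold over background, the authors' value for each peak, was 2.48, 2.96, 2.33 and 2.91 in the same order.

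The effect of EZH2 inhibition on the extent of H3K27me3 was addressed within each genotype. Under GSK343 the number of peaks was 69.9% lower in WT cells and 78.2% lower in mutant cells than under DMSO. Covered length was 84.3 Mb in WT DMSO and 21.1 Mb in WT GSK343, a value 75.0% lower. In mutant cells covered length was 134 Mb under DMSO and 16.95 Mb under GSK343, or 87.4% lower. The fall in peak number depended on the threshold on peaks. With peaks of a fold of at least 3, the setting that moved it most, the WT GSK343 list held 5389 peaks against 5065 under DMSO, a ratio of 1.06, so the direction reversed. The mutant ratio was 0.849 at that threshold. Covered length stayed lower under GSK343 at that threshold, with ratios of 0.395 in WT and 0.211 in mutant cells.

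**Figure D1:**
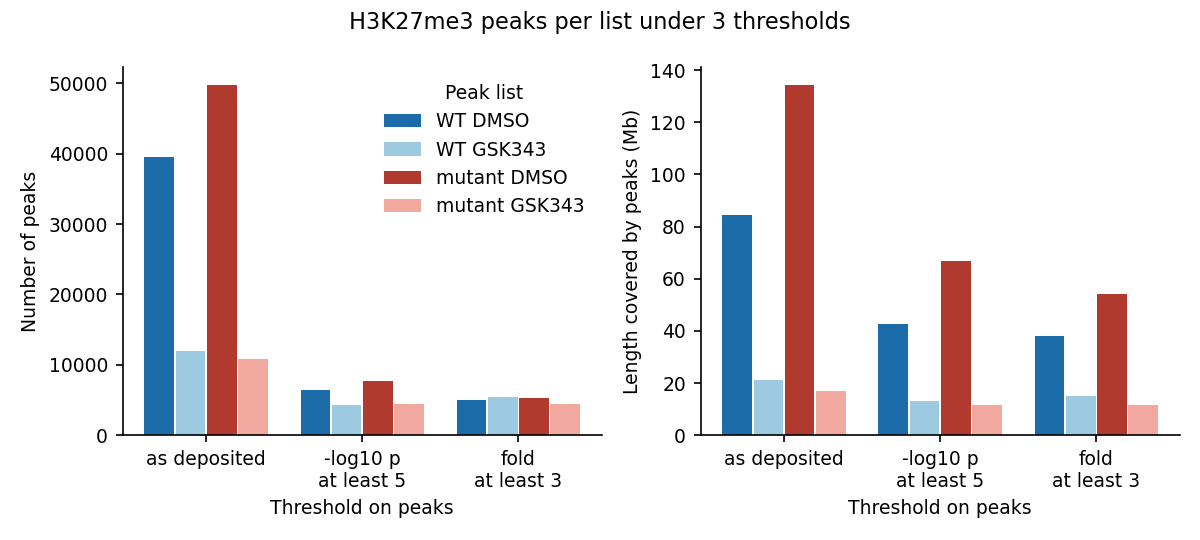
Number of peaks (left) and length covered by peaks in Mb (right) in the 4 peak lists, as deposited, with a −log10 p-value of at least 5, and with a fold of at least 3; each bar is 1 list. Covered length is lower under GSK343 at each of the 3 thresholds, whereas the WT peak number at a fold of at least 3 is 5065 under DMSO and 5389 under GSK343.

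Peak positions were then compared between treatments. In WT cells, 7789 of the 39495 DMSO peaks were overlapped by a GSK343 peak, which is 19.7% (95% Wilson interval 19.3 to 20.1%). In mutant cells the share was 12.5% (12.2 to 12.8%), or 6210 of 49803 peaks. Shifted GSK343 lists gave means of 1.86% and 1.66%, and 0 of 1000 shifts reached the observed share in either genotype. By bases, 24.0% of the WT DMSO length and 12.3% of the mutant DMSO length lay in a GSK343 peak. Requiring an overlap of 50% of the DMSO peak lowered the shares of peaks to 5.67% and 1.18%, while a fold of at least 3 in both lists raised them to 72.5% and 61.5%. In the other direction, 93.5% of WT GSK343 peaks (93.1 to 94.0%) and 97.1% of mutant GSK343 peaks (96.7 to 97.4%) were overlapped by a DMSO peak of the same genotype. The shifted DMSO lists gave means of 6.20% and 8.52%. This left 768 WT and 319 mutant GSK343 peaks without a DMSO counterpart.

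The DMSO peaks that a GSK343 peak overlapped were stronger and wider than the rest. In WT cells their median fold was 3.18 against 2.44 for the remaining peaks, and their median width 4607 bp against 755 bp. In mutant cells the median folds were 3.57 and 2.30 and the median widths 7198 bp and 941 bp. The probability that an overlapped peak ranked above a peak without overlap in fold was 0.912 in WT and 0.970 in mutant cells. For width it was 0.917 and 0.935. Wide peaks have more bases that can be overlapped, which the ranking by width does not take into account. The values for fold moved most at a fold of at least 3, to 0.822 and 0.845, a setting that itself cuts the range of the folds being ranked. When each DMSO list was divided by p-value into 10 bins of nearly equal size, 96.1% of the WT peaks and 92.7% of the mutant peaks in the bin with the smallest p-values were overlapped. The shares were 48.0% and 23.1% in the next bin, and 0.962% and 0.1004% in the bin with the largest p-values. Each share counts an overlap of at least 1 bp, and peaks were wider in the bins with smaller p-values. The median width went from 529 to 6130 bp in WT and from 556 to 7403.5 bp in mutant cells. The bins therefore do not show how much of each peak was overlapped. Over each whole DMSO list, 5.67% of WT and 1.18% of mutant peaks were overlapped by at least 50%.

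**Figure D2:**
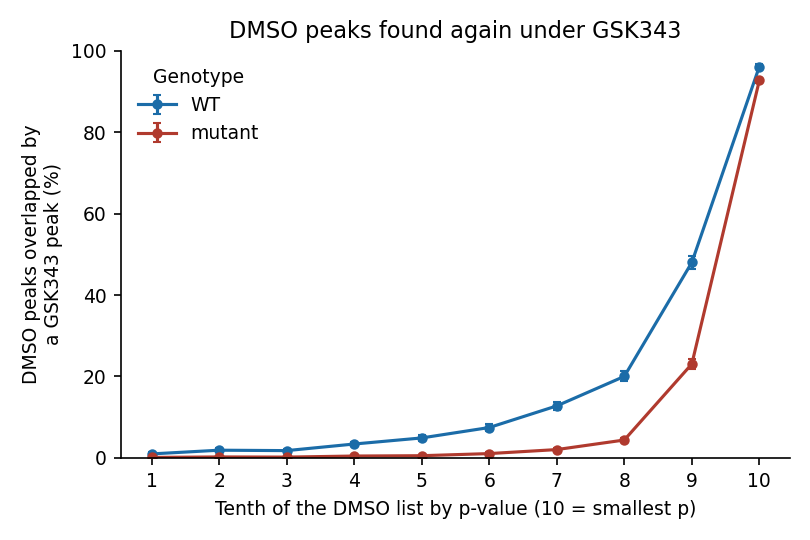
Share of DMSO peaks overlapped by a GSK343 peak (%, with 95% Wilson intervals) in each of 10 bins of the WT and mutant DMSO lists, ordered by p-value so that bin 10 holds the smallest. The share rises to 96.1% in WT and 92.7% in mutant cells in bin 10. An overlap is at least 1 bp, and peaks are wider in the higher bins.

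The genotypes were compared within each treatment. Under DMSO, 31413 of the 39495 WT peaks were overlapped by a mutant peak, which is 79.5% (79.1 to 79.9%), against 8.93% on average for shifted lists. Under GSK343, 6871 of 11903 WT peaks were overlapped by a mutant peak, or 57.7% (56.8 to 58.6%), against 1.52% for shifted lists. Conversely, 47.5% of mutant DMSO peaks and 71.0% of mutant GSK343 peaks were overlapped by a WT peak of the same treatment. An overlap of 50% of the WT peak gave the lowest shares, 70.2% under DMSO and 42.1% under GSK343. The mutant list was the longer of the pair under DMSO, with a mutant to WT ratio of 1.26 for peak number and 1.60 for covered length. With a fold of at least 3 the ratios fell to 1.04 and 1.42, and with peaks of at least 1 kb they rose to 1.43 and 1.66. Under GSK343 the ratios were 0.911 and 0.805. The ratio of peak number under GSK343 changed direction, to 1.04, when a −log10 p-value of at least 5 was required. A set of 5374 WT DMSO peaks was overlapped in the 3 other lists.

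The response to the inhibitor was set against genotype as the difference in the share of DMSO peaks overlapped by a GSK343 peak. It was 7.25 percentage points higher in WT than in mutant cells. This difference could not be tested with 1 list per group. It ranged from 2.70 percentage points with the same number of peaks from each list to 11.3 with peaks of at least 1 kb. Among DMSO peaks with a fold of at least 3, set against the full GSK343 lists, the difference in the share of peaks was not seen: 89.7% (88.8 to 90.5%) were overlapped in WT and 90.3% (89.4 to 91.0%) in mutant cells. By bases the lists still differed, since GSK343 peaks covered 45.8% of the bases of these DMSO peaks in WT and 29.1% in mutant cells. These DMSO peaks covered 38.1 Mb in WT and 54.2 Mb in mutant cells, so the greater length of the mutant DMSO peaks enters this difference. With unknown read depth, it cannot be read as a difference in the response to the inhibitor.

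Peaks overlapped the bodies of 6870 protein-coding genes in WT DMSO, which is 31.8% of the genes examined, and 4624 genes (21.4%) in WT GSK343. The counts were 7479 genes (34.6%) in mutant DMSO and 4395 genes (20.3%) in mutant GSK343. Long genes have more bases that can be overlapped: the overlapped genes had a median length of 27.9 kb in WT DMSO, against 14.5 kb for the others. In WT cells 4594 genes were overlapped under both treatments, 2276 under DMSO only and 30 under GSK343 only. In mutant cells the numbers were 4365, 3114 and 30. The overlapped genes under DMSO that remained so under GSK343 made up 66.9% in WT and 58.4% in mutant cells. A fold of at least 3 lowered the DMSO counts most, to 4070 genes in WT and 4374 in mutant cells.

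The list of 20 developmental regulators, which includes Pax6, Sox2, Gata4 and Foxa2, was overlapped in full in each of the 4 peak lists. Random lists matched on gene length gave means of 6.65 genes in WT DMSO, 4.45 in WT GSK343, 7.28 in mutant DMSO and 4.24 in mutant GSK343, and 100% of them lay below 20. Among the genes named in the labels, Ezh2, Ifih1 and Rigi (listed as Ddx58) had no peak in the 4 lists. Peaks covered 88.7% of Cgas (chromosome 9, 78430518 to 78443237) in WT DMSO and 47.5% in WT GSK343. In the mutant lists they covered 90.5% and 23.2% of it. Of the 4 genes of B cell differentiation and the cell cycle, Irf4 and Bcl6 had no peak in the 4 lists. Cdkn2a (chromosome 4, 89274473 to 89294619) was covered by 100% under DMSO in both genotypes, and by 73.3% in WT GSK343 and 56.4% in mutant GSK343. Prdm1 (chromosome 10, 44437174 to 44528558) was covered by 17.7% in WT DMSO, 4.80% in WT GSK343, 27.6% in mutant DMSO and 2.92% in mutant GSK343.

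The 39 genes of the 4 Hox clusters were each overlapped by a peak under DMSO in both genotypes. Under GSK343, 38 remained overlapped in WT and 37 in mutant cells. Hoxa5 lost its overlap in both genotypes and Hoxb4 in the mutant. In WT cells these calls rest on small overlaps. The WT GSK343 peak that reaches Hoxb4 (96318267 to 96321638) ended at 96318378. In WT DMSO, Hoxa5 (52201754 to 52204587) was touched by a peak at 52203214 to 52203427 and by the edge of a peak starting at 52204490. Coverage of the clusters fell more than the number of genes. The Hoxb cluster (chromosome 11, 96194316 to 96368254) was covered by 89.5% in WT DMSO and 47.7% in WT GSK343, and by 98.7% and 37.3% in the mutant lists. The Hoxc cluster (chromosome 15, 102921131 to 103036856) was covered by 100% under DMSO in both genotypes, and by 86.1% in WT GSK343 and 81.3% in mutant GSK343. There the widest peak was 184 kb long in WT DMSO and 259 kb in mutant DMSO, against 39.5 kb and 23.6 kb under GSK343. Coverage of Hoxa (chromosome 6, 52155367 to 52260880) was 81.1% in WT DMSO, 57.0% in WT GSK343, 96.3% in mutant DMSO and 54.5% in mutant GSK343. For Hoxd (chromosome 2, 74668225 to 74765142) it was 99.1%, 77.6%, 100% and 65.9% in the same order.

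**Figure D3:**
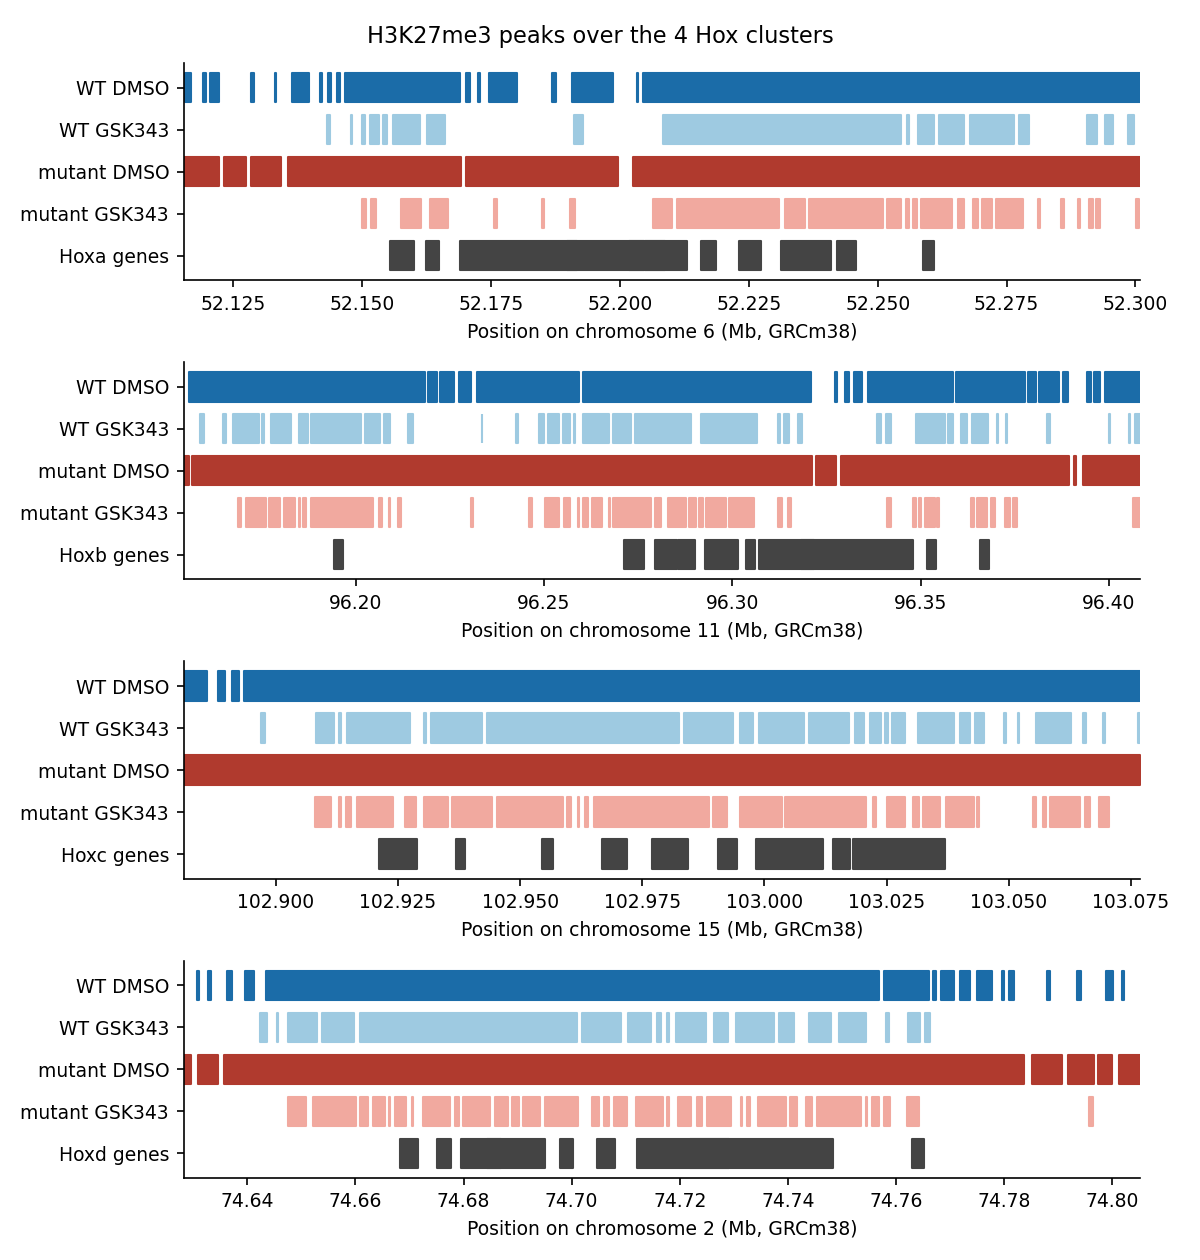
Peaks of the 4 lists (coloured bars) over the Hoxa, Hoxb, Hoxc and Hoxd clusters and the 40 kb on either side, with the genes in grey; the horizontal axis is the position in Mb on GRCm38. The wide DMSO peaks give way to separate shorter peaks under GSK343, as within the Hoxd cluster, which 2 peaks overlap in WT DMSO and 1 in mutant DMSO, against 13 and 27 peaks under GSK343. Only the Hoxa cluster in WT cells goes the other way in number, with 8 peaks under DMSO and 6 under GSK343.

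Peaks present under 1 treatment only were named within each genotype, and some of them were overlapped in the lists of the other genotype. The widest WT DMSO peaks without a WT GSK343 peak lay on chromosome 15 at 76932947 to 76946678 (13.7 kb, over the lncRNA Gm46534), on chromosome 7 at 81382130 to 81395015 (12.9 kb, over Cpeb1) and on chromosome 7 at 83378267 to 83390622 (12.4 kb, over the lncRNA Gm29976). Their folds were 2.67, 2.56 and 2.59. Mutant DMSO peaks overlapped each of the 3, and mutant GSK343 peaks overlapped those at Cpeb1 (1 peak) and Gm29976 (2 peaks). The widest mutant DMSO peaks without a mutant GSK343 peak lay on chromosome 11, at 103465942 to 103508210 (42.3 kb, over Lrrc37a), at 103598388 to 103630355 (32.0 kb, over Gm884) and at 96534342 to 96564308 (30.0 kb, over Skap1). Their folds were 2.84, 2.59 and 2.64. WT DMSO peaks overlapped each of the 3, and WT GSK343 peaks overlapped those at Lrrc37a (6 peaks) and Gm884 (1 peak). The WT GSK343 peaks of highest fold without a WT DMSO peak were at 33544607 to 33544926 on chromosome 5, outside any gene (fold 3.89), at 61578187 to 61581628 on chromosome 11 in Epn2 (3.77) and at 57308706 to 57308994 on chromosome 4 in Ptpn3 (3.65). A mutant DMSO peak overlapped the peak on chromosome 5 and the peak in Ptpn3, and 2 mutant GSK343 peaks overlapped the peak in Epn2. The mutant GSK343 list had 3 peaks with folds above 10 and no mutant DMSO peak. A peak in Ncapd3 (chromosome 9, 27068734 to 27070870) had a fold of 14.2. A peak on the scRNA gene Rn7s1 (chromosome 12, 69159298 to 69159594) had a fold of 11.4. A peak in Ano2 (chromosome 6, 125876913 to 125877245) had a fold of 10.8, and a WT DMSO peak overlapped it. The WT DMSO peaks of highest fold that were overlapped in the 3 other lists lay in the lncRNA Gm34259 (chromosome 17, 4626169 to 4626563, fold 9.70), in Epb41l3 (chromosome 17, 69155822 to 69158032, fold 5.58) and over Tmem229a (chromosome 6, 24954423 to 24957457, fold 5.35).

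Peak numbers were also compared by chromosome, a comparison chosen after the values were seen. Across the 19 autosomes, the mutant to WT ratio of peak number under DMSO ran from 1.10 on chromosome 11 to 1.42 on chromosome 14. On chromosome X it was 6.29, from 230 WT and 1446 mutant peaks. Under GSK343 the autosomal ratios ran from 0.817 to 1.01, and the ratio on chromosome X was 3.08, from 37 and 114 peaks. With the same number of top peaks from each list the ratio on chromosome X under DMSO was 1.71, against 0.919 to 1.05 on the autosomes. Under GSK343 it was 3.56 with the same number of top peaks, but 1.78 (9 and 16 peaks) with a −log10 p-value of at least 5 and 1.45 (11 and 16 peaks) with a fold of at least 3.

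**Figure D4:**
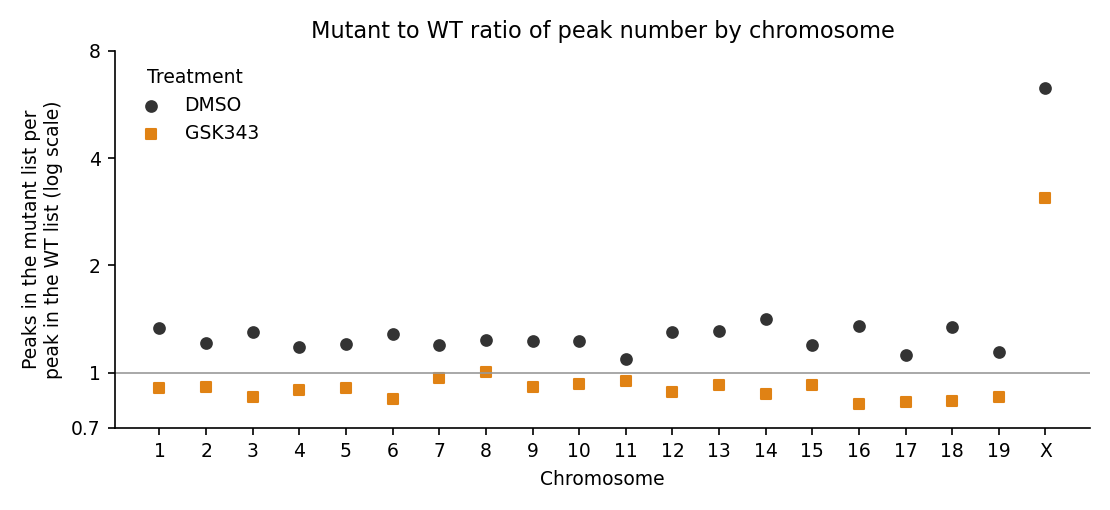
Ratio of mutant to WT peak number (log scale) on each chromosome, under DMSO (circles) and GSK343 (squares); each point is 1 chromosome in a pair of peak lists. Chromosome X lies above the autosomes in both treatments, at 6.29 under DMSO and 3.08 under GSK343, in the lists as deposited.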

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

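The tests of depth and of a common p-value threshold in this part were chosen only after the result was seen. The genotypes differed in opposite directions in the 2 treatments. Under DMSO the mutant list held 1.26 times as many peaks as the WT list and covered 1.60 times the length. The ratio of peak number under DMSO depended on the threshold, at 1.19 with a −log10 p-value of at least 5 and 1.04 with a fold of at least 3. It was larger than as deposited with a q-value of at most 0.01 (1.37) and with peaks of at least 1 kb (1.43). Under GSK343 the mutant to WT ratios were 0.911 for peak number and 0.805 for covered length. The difference between the treatments was not tested, since each group has 1 list.

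Depth was examined through the −log10 p-value of peaks with a fold of 2.9 to 3.1, because at an equal fold a deeper background gives a smaller p-value. Under DMSO the median was 5.45 in WT and 6.12 in mutant cells, a difference of 0.665. A deeper mutant DMSO list may therefore account for at least part of its greater peak number and length. Under GSK343 the median was also larger in the mutant, by 0.342 (4.65 in WT and 4.99 in mutant cells). This argues against a shallower background in the mutant GSK343 list as the reason for its smaller number of peaks.

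With a −log10 p-value of at least 5 in both lists, the mutant to WT ratio of peak number under GSK343 was 1.04, so a threshold that differs between the lists could produce the shortfall in number. However, a common p-value favours the list with the smaller p-values at an equal fold, here the mutant list, and with a fold of at least 3 in both lists the ratio was 0.827, a larger shortfall than as deposited. The shortfall in number therefore depends on the kind of threshold and is left open. The covered length was still lower in the mutant, with a ratio of 0.877 at the common p-value threshold, so that threshold does not account for the whole shortfall in length. A stronger response of the mutant cells to the inhibitor stays open and untested.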

How the results depend on the processing

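Of the 9 alternative settings, 6 were fixed before the data were examined, and 3 (a common p-value threshold, a common fold threshold, and peaks near gene ends) were chosen after seeing the data. They gave 218 values for 33 results: 108 stayed within the interval of the original value, or within 1.5 times it for counts, lengths and ratios, 108 moved further, and 2 reversed. With autosomes only, 29 of 29 values stayed, and with peaks within 1 kb of a gene end 4 of 4 stayed. No paired analysis was possible because each group has 1 list and no values per replicate were used, and leaving out each replicate could not be run for the same reason. Promoter windows of 1 kb and 2.5 kb were not run because the gene table has no strand, and the repeat-masked share was not run because no genome sequence was used. The cause of a change was not tested except where the setting itself fixes it, as when a filter lowers a count. Values below are given for WT and then mutant cells unless stated otherwise.

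With a fold of at least 3 in each list, the GSK343 to DMSO ratio of peak number reversed in WT cells, from 0.301 to 1.06, and moved to 0.849 in mutant cells; the ratios of covered length were 0.395 and 0.211. The lists held 5065 (WT DMSO), 5389 (WT GSK343), 5253 (mutant DMSO) and 4459 (mutant GSK343) peaks, and the DMSO lists covered 38.1 and 54.2 Mb. GSK343 peaks overlapped 72.5% and 61.5% of DMSO peaks, 10.97 percentage points apart, and 37.5% and 20.7% of DMSO bases. DMSO peaks overlapped 86.6% and 95.1% of GSK343 peaks. Mutant peaks overlapped 89.6% of WT peaks under DMSO and 63.1% under GSK343. The probability that an overlapped DMSO peak ranks higher was 0.822 and 0.845 for fold and 0.828 and 0.754 for width. DMSO peaks overlapped 4070 and 4374 genes.

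With a −log10 p-value of at least 5 in each list, the mutant to WT ratio of peak number under GSK343 reversed, from 0.911 to 1.04. The lists held 6498 (WT DMSO), 4336 (WT GSK343), 7701 (mutant DMSO) and 4505 (mutant GSK343) peaks, covering 42.8, 13.2 and 66.7 Mb in the first 3. GSK343 to DMSO ratios of peak number were 0.667 and 0.585. GSK343 peaks overlapped 52.3% and 43.7% of DMSO peaks, 8.59 percentage points apart, and 30.3% and 17.1% of DMSO bases. In WT cells DMSO peaks overlapped 94.0% of GSK343 peaks. Mutant peaks overlapped 88.2% of WT peaks under DMSO and 70.9% under GSK343. The ranking probabilities were 0.855 and 0.906 for fold and 0.814 and 0.778 for width. WT DMSO peaks overlapped 4512 genes.

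With a q-value of at most 0.01 the lists held 14669 (WT DMSO), 5328 (WT GSK343), 20024 (mutant DMSO) and 5156 (mutant GSK343) peaks. GSK343 peaks overlapped 28.4% and 18.8% of DMSO peaks, 9.61 percentage points apart, and 24.6% of WT DMSO bases. DMSO peaks overlapped 96.7% and 98.1% of GSK343 peaks. Mutant peaks overlapped 83.1% of WT peaks under DMSO and 69.4% under GSK343. The ranking probabilities were 0.930 for fold in WT cells, and 0.885 and 0.872 for width.

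With peaks closer than 3 kb merged, the DMSO lists held 23000 and 27664 peaks. GSK343 peaks overlapped 28.5% and 19.96% of DMSO peaks, 8.57 percentage points apart, and 23.3% of WT DMSO bases. In WT cells DMSO peaks overlapped 94.0% of GSK343 peaks. Mutant peaks overlapped 80.6% of WT peaks under DMSO and 61.6% under GSK343. The ranking probabilities were 0.930 for fold in WT cells, and 0.886 and 0.874 for width.

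With peaks of at least 1 kb the lists held 18800 (WT DMSO), 6158 (WT GSK343), 26844 (mutant DMSO) and 5103 (mutant GSK343) peaks. GSK343 peaks overlapped 24.9% and 13.6% of DMSO peaks, 11.3 percentage points apart, and 11.3% of mutant DMSO bases. DMSO peaks overlapped 98.0% and 98.5% of GSK343 peaks. Mutant peaks overlapped 90.0% of WT peaks under DMSO and 67.3% under GSK343. The ranking probabilities were 0.942 and 0.983 for fold and 0.911 and 0.918 for width.

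With an overlap of at least 50% of the queried peak, GSK343 peaks overlapped 5.67% and 1.18% of DMSO peaks, 4.48 percentage points apart, and DMSO peaks overlapped 90.4% of WT GSK343 peaks. Mutant peaks overlapped 70.2% of WT peaks under DMSO and 42.1% under GSK343. The ranking probabilities were 0.896 and 0.940 for fold and 0.825 and 0.836 for width.

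With 10847 top peaks from each list, GSK343 peaks overlapped 56.4% and 53.7% of DMSO peaks, 2.70 percentage points apart, and 36.1% and 21.0% of DMSO bases. DMSO peaks overlapped 83.8% and 93.4% of GSK343 peaks. Mutant peaks overlapped 77.9% of WT peaks under DMSO and 61.9% under GSK343.

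Some directions held under each setting that was run for them. The GSK343 to DMSO ratio of covered length stayed below 1 in both genotypes, the mutant to WT ratio of covered length stayed above 1 under DMSO and below 1 under GSK343, and the share of DMSO peaks overlapped under GSK343 stayed higher in WT than in mutant cells in the settings that treated both lists alike. When only the DMSO list was restricted by fold, the share was slightly higher in mutant cells: 89.7% in WT and 90.3% in mutant cells at a fold of at least 3. The unknown read depth limits the peak numbers and covered lengths, since both rise with depth at a fixed q-value.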

Other observations

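The tests in this part were chosen only after the result was seen, except the share of strong DMSO peaks overlapped under GSK343 and the count of peaks on chromosome Y.

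The lower peak number under GSK343 was set against depth and peak strength. At a fold of 2.9 to 3.1 the median −log10 p-value fell by 0.809 from DMSO to GSK343 in WT cells and fell by 1.13 in mutant cells, so a shallower background in the GSK343 lists could account for part of the missing peaks. Of the DMSO peaks with a fold of at least 3.5, 98.5% in WT (2670 of 2711) and 98.8% in mutant cells (3318 of 3358) were overlapped by a GSK343 peak. At a fold of at least 3 the shares were lower, 89.7% in WT (4541 of 5065) and 90.3% in mutant cells (4741 of 5253), so whether weak peaks alone were lost depends on where the line for weak peaks is drawn. The peaks with a fold of at least 3.5 were only partly covered: GSK343 peaks held 52.2% of their bases in WT and 35.0% in mutant cells. A weaker mark under the inhibitor and a lower sensitivity of the GSK343 lists both stay open for the number and the length of peaks. No read counts or spike-in values were used to tell them apart.

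Chromosome X held 6.29 times as many peaks in the mutant as in the WT DMSO list, above the autosomal range of 1.10 to 1.42. This argues against depth as the whole cause, since depth acts on each chromosome. The ratio shrank to 1.71 with the same number of top peaks and to 1.958 with a −log10 p-value of at least 5, still above the autosomal ranges of 0.919 to 1.05 and 1.10 to 1.42. The excess was uneven along the chromosome: 6 windows of 10 Mb, from 90 to 110 Mb and from 130 to 170 Mb, held 87.5% of it. Without these 6 windows the ratio was 2.31, from 116 WT and 268 mutant peaks in 11 windows. Its 95% interval, 1.86 to 2.87, covers the counting of peaks only, since neighbouring peaks are not independent. The ratio of 2.31 was still above the autosomal range. This argues against a local variant or duplication in those windows as the whole cause, and leaves open that such a variant accounts for part of the excess. Within the mutant DMSO list the median fold was 2.28 on chromosome X and 2.34 on the autosomes, and within the WT DMSO list 2.67 and 2.48. Of the 230 WT peaks there, 91.3% were overlapped by a mutant peak. A different sex of the mice behind the lists is a candidate explanation, since the inactive X of females can carry H3K27me3. Whether it does so in these B cells was not examined. The labels give no sex, and the 4 lists held 0 peaks on chromosome Y, which leaves a different sex of the mice undecided. An effect of the mutations on chromosome X cannot be told apart from a difference in sex with these lists.

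The mutant GSK343 list held 6 peaks on the assembled chromosomes with a −log10 q-value of at least 30, against 2 in WT DMSO, 0 in WT GSK343 and 2 in mutant DMSO. On the other contigs the order was different, with 3 such peaks in mutant GSK343, 9 in WT DMSO, 2 in WT GSK343 and 9 in mutant DMSO, so the excess is limited to the assembled chromosomes. Of the 6, 3 had no counterpart in the 3 other lists: the peaks in Ncapd3, on Rn7s1 and on Rn7s2 (chromosome 12, 69361190 to 69361478). The peaks on Rn7s1 and Rn7s2, 2 of these 3, lie on scRNA genes of nearly the same extent as the peak, so reads from repeated or multi-copy sequence are a candidate source. The number of peaks is too small to decide, and no repeat annotation was used. The peak in Gm34259 had a fold of 93.9 in mutant GSK343 against 9.70, 3.98 and 8.46 in WT DMSO, WT GSK343 and mutant DMSO, each on the scale of its own list. No biological explanation was tested for these peaks.

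Wide DMSO peaks, of at least 10 kb, were mostly reduced in extent under GSK343 instead of being absent. In WT cells 1235 of 1251 such domains (98.7%) held a GSK343 peak, with 46.1% of their bases covered. In mutant cells 2059 of 2524 (81.6%) did, with 23.7% of bases covered. A lower sensitivity of the GSK343 lists could also reduce the extent of peaks, so a loss of the mark is not shown by this. The remaining peaks lay nearer the centre of the domain than random arrangements of them: the mean distance was 0.179 domain widths in WT, against 0.194, and 0.174 in mutant cells, against 0.214. In each genotype 0 of 100 random arrangements were as central. A threshold applied to domains whose signal falls towards the edges could give this pattern without any change in where the mark is kept. As a check, WT DMSO peaks inside the wide mutant DMSO domains, both without inhibitor, lay at 0.148 against 0.139 for random arrangements, so they were not more central. The check does not decide, because 44.9% of these domains held a WT peak reaching past the edge, against 7.94% and 0.631% for the WT and mutant GSK343 comparisons.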
